A study of Mus musculus with 12 samples. Its data were reported in "B1 SINE-binding ZFP266 impedes mouse iPSC generation through suppression of chromatin opening mediated by reprogramming factors" (2023).

How the data were processed

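Chromatin accessibility was measured by Omni-ATAC-seq in 12 libraries, each prepared per the labels from 50000 mouse cells. The cells were fibroblasts from embryos of day 12.5, transduced with a non-targeting guide RNA (control) or a guide RNA against Zfp266 (KO). Cells were kept as fibroblasts (MEF) or given 300 ng/ml doxycycline and 10 µg/ml vitamin C to induce the reprogramming factors OCT4, SOX2, KLF4 and MYC (reprogramming). The time from transduction to harvest was 96 hours in every group, and in the reprogramming groups the factors were induced for the last 72 of them. Groups and replicate numbers came from the sample titles, with 3 libraries in each of the 4 groups.

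The authors aligned the reads to GRCm38 with BWA, removed duplicate, mitochondrial, blacklisted and improperly paired reads, and called broad peaks with MACS2 on the merged replicates of each group. They counted reads with Rsubread over the union of peaks and compared the groups with DESeq2. The deposited tables hold raw read counts for each library, and also the same counts divided by a DESeq2 size factor, a normalised signal. In the deposited tables the log2 fold change is control over KO, so its sign was turned to give KO over control. The deposited tables further give the standard error of the log2 fold change, a Wald statistic (a score), the p-value and the adjusted p-value. The deposited peak lists give the fold enrichment of each peak over background, a ratio, and the -log10 q-value. There was 1 merged peak list per group, so peak values have no replicate error.

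Only intervals with an adjusted p-value under 0.05 are listed in the deposited tables, so the test over every interval was not rerun here. The number of tests was recovered from the listed p-values and adjusted p-values as 273256 in both contexts. Merging the 4 broad peak lists gave 273256 intervals, and all 480 MEF and 1608 reprogramming intervals listed were among them. Size factors were recovered as the raw count over the normalised count and ran from 0.630 to 1.46 between libraries, a ratio of 2.32. The mean over all 12 libraries given in the tables equalled the mean of the individual libraries at the 70 intervals listed in both, so the mean of the other context could be worked out for every listed interval by subtraction. Start coordinates are given here counted from 1, and those in the deposited tables are counted from 0.

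Listed intervals were retested with edgeR 4.0.16 (quasi-likelihood test, two-sided) in R 4.3.3, with the recovered size factors and Benjamini-Hochberg adjustment over 273256 tests. The list was selected on the same libraries, so this retest is not independent evidence. The difference in KO effect between contexts was tested as an interaction term at the intervals listed in both tables, adjusted over those intervals. Counts were simulated with 200 changed intervals at an absolute log2 fold change of 1.5. Of these intervals, edgeR recovered 98.5% in MEF with 5 false calls and 93.5% in reprogramming with 6 false calls. Here the adjustment was over the simulated intervals alone, 480 in MEF and 1608 in reprogramming, and not over 273256 tests. Recovery under the adjustment used for the data was thus not measured. The simulated size of 1.5 is above the median of the listed more open intervals, so recovery of smaller changes was not measured either.

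The reference genome was checked against the peaks, and 0 of 661623 peaks ran past a chromosome end. Genes came from GENCODE M21. An interval was assigned by its midpoint to promoter (within 1000 bp of a transcription start site), exon, intron or intergenic sequence. B1 and B2 elements, families of short interspersed nuclear elements (SINEs), were found with blastn 2.17.0 at an E-value under 1e-05 and at least 60 aligned bases. The consensus sequences were written by hand and not taken from a repeat database. Of the B1 elements found, 97.4% in MEF and 98.6% in reprogramming lay in sequence that the reference masks as repeats, and shuffled consensus sequences gave 0 matches. Motifs were fixed strings searched on both strands: TGASTCA for AP-1, GGGYGKGG for KLF, CCWTTGTY for SOX, ATTTGCAT for OCT and CCASYAGRKGGC for CTCF. In simulated sequences, 100 of 100 B1 copies with 10% changed bases and 91 of 100 with 20% changed bases were found.

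Shares among intervals more open in KO were compared by Fisher's exact test (two-sided) with up to 10 length-matched peaks per interval, drawn from the peaks of the same context with a length tolerance of 2.0% and random seed 11. Shares have 95% Wilson intervals. These cover counting error only. The facing of B1 elements was tested by an exact binomial test (two-sided). Individual B1 positions were compared within classes of equal overall identity, by a stratified test adjusted over positions and elements. On B1 elements divided at random with 10 positions changed, this test recovered 10 positions in reprogramming and 4 in MEF, and 0 unchanged positions were called. Overlaps used bedtools 2.31.1, and permutation tests used 100000 permutations.

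The main comparisons, their tests and the rule for naming intervals were fixed before the data were examined, except that the published study had been read, with first rows of supplementary tables that mirror the deposited ones. The sequence content of intervals that closed, the comparison of motif shares between contexts and the tests of individual B1 positions were not among them and were added later. The rule named the 5 more open intervals per context with the smallest adjusted p-value among those whose KO libraries all lay beyond the control libraries, the single MEF interval that closed, the 3 reprogramming intervals that closed with the smallest adjusted p-value, and listed intervals in or nearest to 16 genes. Of the 5 more open MEF intervals the rule gave, 4 are described. Of these genes, 11 were chosen by the study on the same libraries. Alternatives covered stricter thresholds, a fold-change minimum, a minimum of 30 reads, DESeq2 1.42.0, other scalings, a replicate block, leaving out each library, other overlap rules and other backgrounds. Backgrounds matched on peak fold enrichment, backgrounds drawn from the tested intervals and the masking of B1 elements were added after the data had been seen. Coverage tracks were not used here.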

Results

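Accessibility was measured in 4 groups of 3 libraries: MEF control, MEF Zfp266 KO, reprogramming control and reprogramming Zfp266 KO. The libraries held 33936 to 86490 reads within the listed MEF intervals and 141616 to 324141 reads within the listed reprogramming intervals. These totals cover only the intervals past the authors' threshold and are not the sequencing depth. Every pair of replicates differed by more than counting noise (chi-square over degrees of freedom from 1.13 to 1.69). This test covers counting error only, so it cannot show that the libraries were prepared separately. Replicates were counted as separate samples because the labels give them so.

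The first comparison asked where chromatin accessibility changes when Zfp266 is lost in fibroblasts. Of the 480 MEF intervals in the authors' deposited table, 479 were more open in KO and 1 was more closed. The median log2 fold change of the more open intervals in the authors' deposited table was 1.08. Their median normalised read count was 41.8 ± 1.14 in control libraries and 96.5 ± 3.02 in KO libraries (SD, n = 3 each). In all 479 intervals the 3 KO libraries lay above the 3 control libraries. The list was selected on these libraries, so this separation is largely set by the selection, and the 10% that chance gives in either direction holds only for unselected intervals. Among the stricter rules applied to the deposited list, without a retest, a minimum of 1 on the log2 fold change moved the count most. It left 263 more open intervals.

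The same comparison after 72 hours of reprogramming gave a longer list. Of 1608 intervals in the authors' deposited table, 1522 were more open in KO and 86 were more closed. The median log2 fold change in the authors' deposited table was 1.03 for the more open and -0.61 for the more closed intervals. The median normalised read count of the more open intervals was 62.7 ± 2.01 in control libraries and 135.2 ± 2.70 in KO libraries (SD, n = 3 each). All 1522 more open and all 86 more closed intervals had the 3 KO libraries beyond the 3 control libraries.

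**Figure D1:**
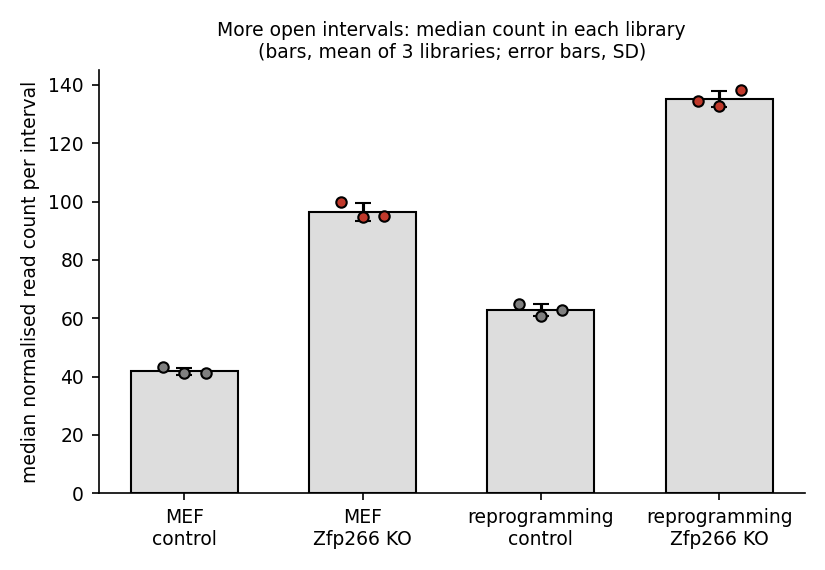
Median normalised read count per interval over the more open intervals of each context, with points for libraries, bars for the mean of 3 libraries and error bars for the SD. The KO libraries lie at 94.6 or more in MEF and at 132.9 or more in reprogramming, above all control libraries.

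Retesting the listed intervals with edgeR called 478 of the 480 MEF intervals (477 more open, 1 more closed) and all 1608 reprogramming intervals, on a list selected from the same libraries. DESeq2 with the same size factors called 432 in MEF, without the more closed interval, and 1522 in reprogramming. With scaling factors computed by TMM over the list alone, which centres a list that moves almost wholly one way, the calls were 44 more open and 51 more closed in MEF, and 185 more open and 288 more closed in reprogramming. Leaving out any 1 library left 430 to 460 calls in MEF and 1546 to 1580 in reprogramming, and no call changed sign.

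The MEF interval with the smallest adjusted p-value was Interval_19317, on chromosome 1 from 190997868 to 190998587 (GRCm38), in intergenic sequence 18931 bp upstream of the start site of Vash2. Its normalised count was 74.9 ± 1.82 in control and 277.9 ± 17.1 in KO (SD, n = 3). The authors' deposited table gives it a log2 fold change of 1.89 with a standard error of 0.14 and an adjusted p-value of 2.31e-34. Interval_104439, on chromosome 16 from 36079199 to 36080275 in an intron of Ccdc58, rose from 39.4 ± 1.78 to 177.9 ± 13.98. Interval_231272, on chromosome 7 from 99504759 to 99506155, lay 21718 bp upstream of Rps3 and rose from 26.6 ± 4.18 to 151.7 ± 20.8. Interval_174985, on chromosome 4 from 8917108 to 8917613, had Chd7 as its nearest gene at 165922 bp and rose from 10.1 ± 3.73 to 128.0 ± 13.3. The one MEF interval that closed, Interval_260165, lay on chromosome 9 from 82218442 to 82220293 in intergenic sequence. It went from 59.8 ± 17.4 to 35.2 ± 6.21, and the KO and control libraries overlapped.

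In reprogramming, Interval_264775, on chromosome 9 from 120744591 to 120745693 in intergenic sequence, had the smallest adjusted p-value. Its normalised count was 56.5 ± 24.1 in control and 442.3 ± 24.5 in KO (SD, n = 3). The authors' deposited table gives it a log2 fold change of 3.02 with a standard error of 0.19 and an adjusted p-value of 1.04e-53. Interval_190390, on chromosome 4 from 150504245 to 150505581 in an intron of Rere, rose from 52.8 ± 6.61 to 321.3 ± 7.10. Interval_271436, on chromosome X from 150467101 to 150468887, rose from 60.6 ± 13.6 to 311.1 ± 17.9. Interval_186706, on chromosome 4 from 125130192 to 125131065 and 2788 bp upstream of Zc3h12a, rose from 48.8 ± 14.3 to 313.7 ± 31.4. Interval_82721, on chromosome 14 from 62529327 to 62531678 in an intron of Gm4131, rose from 117.4 ± 19.9 to 359.2 ± 22.5. Among the intervals that closed, Interval_215698, on chromosome 6 from 88226253 to 88229090 in an intron of Dnajb8, fell from 396.5 ± 43.5 to 256.4 ± 19.6. Interval_149045, on chromosome 2 from 107282254 to 107283510 and 7758 bp upstream of Kcna4, fell from 275.0 ± 7.19 to 169.1 ± 28.7. Interval_49204, on chromosome 11 from 113259629 to 113260446 in an intron of Slc39a11, fell from 322.1 ± 18.4 to 215.6 ± 16.6.

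Of the 16 genes fixed in advance, listed intervals in or nearest to them were all more open in KO. In reprogramming they were at B3gnt3, Piwil2, Snx20, Pou5f1, Sall4, Zfp42, Fbxo15, Dnmt3l, Tet1 and Tet2, and in MEF at Fbxo15, Dnmt3l and Esrrb. None was listed at Klf2, Nanog, Dppa2, Dppa5a or Tcl1 in either context. The study did name Klf2 among genes associated with its more open reprogramming regions. It annotated peaks with HOMER, whereas the rule here took the gene body or the nearest protein-coding start site, which can give another gene. At Snx20, Interval_245506, on chromosome 8 from 88634971 to 88636272 and overlapping the start site, rose from 180.5 ± 14.9 to 505.9 ± 11.7 (SD, n = 3). At Pou5f1, Interval_114724, on chromosome 17 from 35488471 to 35490608 and 16479 bp upstream, rose from 77.1 ± 15.3 to 224.2 ± 29.8. At Piwil2, Interval_83942, on chromosome 14 from 70428951 to 70430258 and overlapping the start site, rose from 136.0 ± 17.2 to 301.7 ± 13.3. The targeted gene Zfp266, on chromosome 9 from 20495068 to 20521417, had a peak over its start site in all 4 groups. By the authors' MACS2 values, which hold for every peak fold given here, its fold enrichment was 5.46 in MEF control, 5.08 in MEF KO, 5.03 in reprogramming control and 4.52 in reprogramming KO. The nearest listed interval lay 142846 bp away.

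The overlap between contexts asked whether the same loci open in both. Of the more open intervals, 70 were shared, against 2.67 expected by chance among 273256 tested intervals (exact hypergeometric test, one-sided, p = 6.62e-75). The shared intervals made up 14.6% of the MEF list and 4.599% of the reprogramming list. At these 70 intervals the edgeR interaction term differed from 0 at 25, with 9 effects larger in reprogramming and 16 larger in MEF, adjusted over the 70. Other splits of the libraries into arms within each context, with the real one included, gave as many in 8 of 100 draws.

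**Figure D2:**
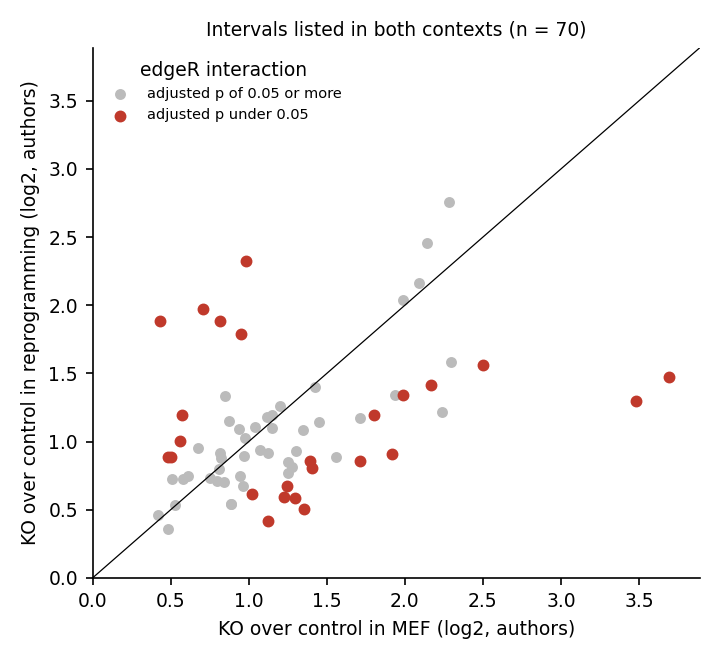
Log2 fold change of KO over control in MEF (x axis) and in reprogramming (y axis) from the authors' deposited table, with a point for each of the 70 intervals listed in both contexts and the line of equality. Coloured points mark the 25 intervals at which the edgeR interaction had an adjusted p-value under 0.05.

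Accessibility in the other context was taken as the mean normalised count of its 6 libraries. Of the 1522 reprogramming intervals more open in KO, 1266 (83.2%) had a lower mean in MEF than in reprogramming control, and 1036 were under 0.5 of it. Of the 479 MEF intervals, 213 (44.5%) had a lower mean in reprogramming than in MEF control. The 1 interval that closed in MEF had a mean of 731.1 in reprogramming.

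The peak lists held 166486 peaks in MEF control, 161687 in MEF KO, 170135 in reprogramming control and 163315 in reprogramming KO. Of the control peaks, 92.0% in MEF and 88.1% in reprogramming overlapped a KO peak. A reciprocal overlap of at least 50% lowered these shares to 85.4% and 79.8%. Of the MEF more open intervals, 282 (58.9%, 95% Wilson interval 54.4 to 63.2) overlapped a MEF control peak and 460 (96.0%) a MEF KO peak. In reprogramming, 989 of 1522 (65.0%, 62.5 to 67.3) overlapped a control peak and 1510 (99.2%) a KO peak. Of all peaks in the union of each context, 94.2% in MEF and 92.4% in reprogramming overlapped a control peak.

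By location, promoters held 4.38% of the MEF more open intervals, against 15.1% of length-matched peaks (odds ratio 0.257, adjusted p = 1.66e-12). Introns held 61.6% against 44.7% (odds ratio 1.99, adjusted p = 3.21e-12). In reprogramming, promoters held 4.99% against 15.4% (odds ratio 0.288, adjusted p = 5.10e-34) and introns 58.9% against 45.2% (odds ratio 1.74, adjusted p = 7.15e-24). Intergenic sequence held 30.7% of the MEF intervals against 37.0% (odds ratio 0.754, adjusted p = 0.00911), and exons 2.50% of the reprogramming intervals against 3.83% (odds ratio 0.643, adjusted p = 0.00911). MEF exons and reprogramming intergenic sequence did not differ from matched peaks.

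Repeat content was measured because the study tied the more open regions to SINEs. A B1 element was found in 259 of the 479 MEF intervals (54.1%), against 6.39% of length-matched peaks (odds ratio 17.2, adjusted p = 1.36e-143). In reprogramming it was found in 1147 of 1522 intervals (75.4%), against 11.6% of matched peaks (odds ratio 23.2). Among all backgrounds and match rules tried, the odds ratio ran from 12.96 to 20.6 in MEF and from 13.5 to 24.4 in reprogramming. No B1 element was found in the listed intervals at Snx20, where the study deleted B1 SINE sequence from its cloned region. Some B1 elements may thus be missed by the match or lie outside the interval. B2 elements were in 17.7% of the MEF intervals, against 6.21% (odds ratio 3.26), and in 19.9% of the reprogramming intervals, against 10.6% (odds ratio 2.09). Of the 86 reprogramming intervals that closed, 1 held a B1 element, against 14.4% of matched peaks (adjusted p = 0.000536).

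**Figure D3:**
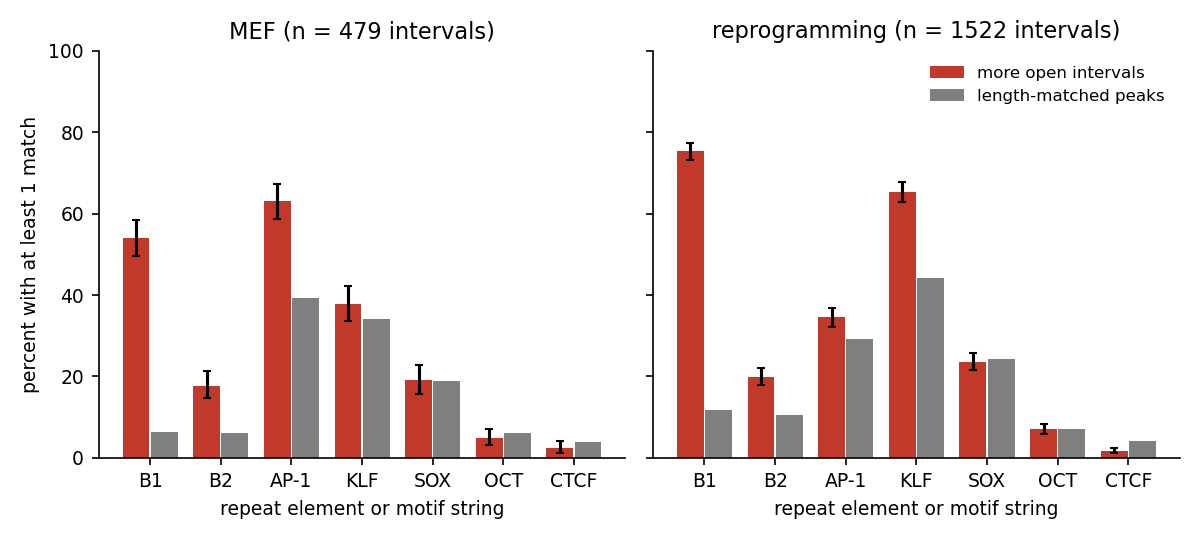
Percent of more open intervals and of length-matched peaks with at least 1 match to each repeat element or motif string, with 95% Wilson intervals for the more open intervals. B1 stands at 54.1% in MEF and 75.4% in reprogramming.

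The AP-1 string was in 63.0% of the MEF intervals, against 39.3% of matched peaks (odds ratio 2.64, adjusted p = 1.05e-22). The KLF string was in 37.8% against 34.1% (odds ratio 1.18, adjusted p = 0.178). Matching on GC content as well brought the KLF odds ratio to 1.33, which passed the threshold. It was 1.06 in the central 400 bp, 1.15 against the tested intervals and 0.890 with B1 elements masked. None of these last values passed. In reprogramming the KLF string was in 65.3% against 44.1% (odds ratio 2.38, adjusted p = 2.21e-55). With B1 elements masked in intervals and peaks alike, the KLF odds ratio in reprogramming was 0.765, below 1 and past the threshold. AP-1 was in 34.5% against 29.3% (odds ratio 1.27, adjusted p = 8.37e-05), which no longer passed with GC-matched peaks (odds ratio 1.13). CTCF was in 1.71% against 4.21% (odds ratio 0.396, adjusted p = 6.67e-07). SOX and OCT strings did not differ from matched peaks in either context. In the reprogramming intervals that closed, the SOX string was in 45.3% against 26.5% (odds ratio 2.30, adjusted p = 0.00136). The AP-1 share was higher in MEF than in reprogramming intervals (odds ratio 3.24, adjusted p = 2.82e-27) and the KLF share lower (odds ratio 0.323, adjusted p = 1.35e-25). Within the reprogramming intervals the AP-1 share was uneven, by a split made after the result was seen. It was 63.3% in the 256 with a higher mean in MEF than in reprogramming control. In the 1266 with a lower mean it was 28.7%.

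The head (5′ end) of a B1 element faced the interval midpoint for 207 of 351 elements in MEF (59.0%, exact binomial p = 0.000909) and for 962 of 1523 in reprogramming (63.2%, exact binomial p = 6.38e-25). In matched peaks the shares were 52.1% and 50.2%. The MEF share did not differ from that of matched peaks (Fisher's exact test, two-sided, p = 0.0698), and the reprogramming share did (p = 4.00e-15). Among MEF elements with at least 100 aligned bases, the share was 59.1% against 49.2% and did differ (same exact test, p = 0.0265).

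**Figure D4:**
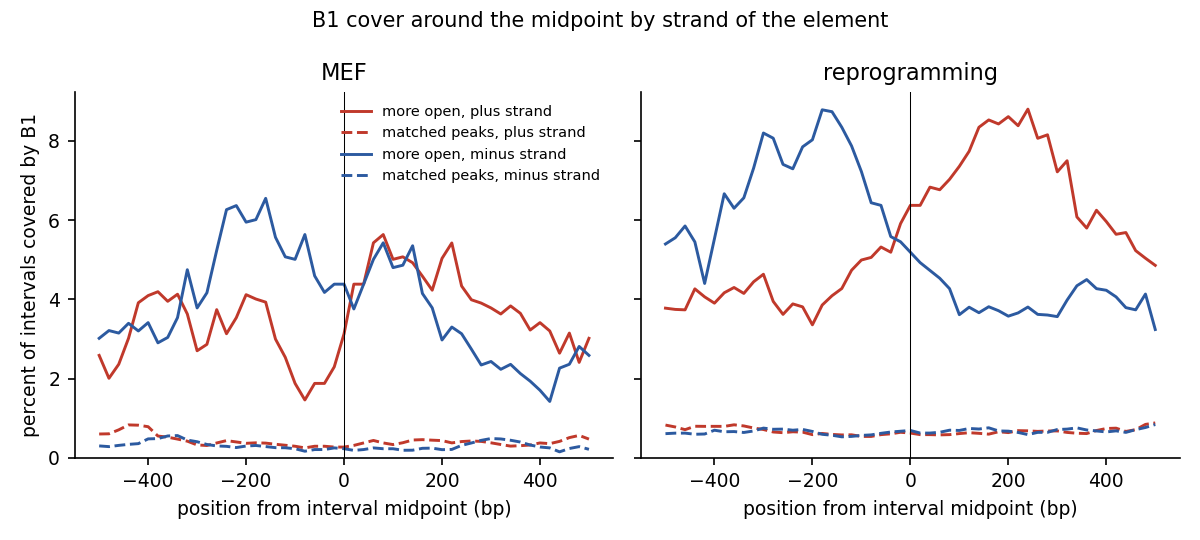
Percent of intervals covered by a B1 element (y axis) at each position from the interval midpoint in bp (x axis), by strand of the element, for more open intervals and matched peaks. In reprogramming, plus-strand elements lie mostly right of the midpoint and minus-strand elements left of it.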

Values the study reported

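The study reported 479 more open regions and 1 more closed locus in Zfp266 KO fibroblasts. In KO cells at 72 h of reprogramming it reported 1522 more open and 86 more closed regions. It stated that 92% of the regions in fibroblasts contained a SINE.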

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

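The interaction between contexts was planned, the relation to control accessibility was predicted before it was computed, and the tests of that relation with the mean of both arms and with simulated counts were chosen after the result was seen. At 25 of the 70 intervals listed in both contexts, the KO effect differed between MEF and reprogramming. Of the intervals named in the report, Interval_174985 had an effect -2.24 (log2) in reprogramming relative to MEF, Interval_231272 one of -0.92 and Interval_104439 one of -0.75. The smallest adjusted p-value was at Interval_113933, in an intron of Btbd9, with a difference of 1.44 (adjusted p = 8.31e-16), which was singled out after its values were seen. DESeq2 gave 24 intervals and leaving out each library 20 to 28. The block for replicate numbers gave 27.

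Splits of the libraries into arms within each context, 100 drawn of the 200 possible, gave at least as many differing intervals in 8 cases, the real split included. Thus the count of 25 did not pass this test. All 8 kept the real or wholly reversed arms in at least 1 context, where the opening in KO itself appears as a difference, and the 75 splits that exchanged libraries in both contexts gave 0 intervals each. This breakdown was made after the result was seen. The 70 intervals were selected for a KO effect in each context, so the splits cannot separate a true difference from that selection.

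The difference fell as the control accessibility of reprogramming over MEF rose (Pearson r = -0.48, permutation p = 0.0001, Spearman rho = -0.49, across 70 intervals, which are not independent replicates). Without the 2 intervals farthest from the median, r was -0.42. The control count enters both measures, and simulated counts with no relation gave r from -0.29 to 0.18. With the mean of control and KO in place of control, r was -0.29 (permutation p = 0.0141). Baseline accessibility is a candidate explanation. A technical one stays open: an interval with fewer reads needs a larger change to pass the threshold of the list, which alone may tie larger effects to lower controls. Size factors differed between contexts and were part of the fit, but an error in them was not tested.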

How the results depend on the processing

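Backgrounds matched on peak fold enrichment, backgrounds drawn from the tested intervals and the masking of B1 elements were chosen after the data were seen, and the other alternatives were planned. Of 157 alternatives over 38 results, 129 kept the result, 22 moved it, 1 weakened it, 4 strengthened it and 1 reversed it. All 36 fits or values without 1 library stayed the same by these rules.

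A log2 fold change of at least 1 left 263 and 801 more open intervals in MEF and reprogramming, and 0 and 7 more closed ones. An adjusted p under 0.01 left 0 and 23 more closed intervals, and the rule that all libraries separate left 0 in MEF. Each of these keeps fewer intervals by construction. A pseudocount of 10 lowered the median log2 fold change to 0.89 and 0.92.

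Raw counts without scaling gave 225 MEF calls (468 at an unadjusted p under 0.05) and 331 reprogramming calls (1199). Of these, 225 and 330 were more open, and 0 and 1 more closed, so the 86 more closed reprogramming intervals were nearly all lost. DESeq2 with the same size factors called 432 MEF intervals, 0 of them more closed, and 1522 reprogramming intervals, 1448 more open and 74 more closed. At an unadjusted p under 0.05 it called all 480 MEF intervals. TMM over the list gave 95 and 473 calls, of which 50 and 202 had the opposite sign. It centres a list that moves almost wholly one way, so it says little about direction. The single more closed MEF interval was called in 2 of the 6 fits that left out a library. A replicate block gave 478 calls in MEF and 1608 in reprogramming. Same-numbered libraries correlated at 0.214, 0.138 and 0.043 in MEF and at 0.037, 0.101 and 0.081 in reprogramming. Different-numbered ones ran from -0.198 to 0.077 in MEF and from -0.084 to 0.005 in reprogramming. For each control library the same-numbered KO library gave the highest value. A pairing by number thus stays open, and the main fits did not model it.

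A reciprocal overlap of 50% gave shared control peaks of 85.4% and 79.8%, and a -log10 q of at least 5 gave 93.9% and 89.7%. Of more open intervals, 35.5% and 42.4% lay under a control peak when 50% had to be covered, and 47.2% and 50.2% under a peak with a -log10 q of at least 5. These last rules lower the share under a peak by construction. Gapped peaks have the same ends as broad peaks and moved nothing. MEF intervals under 0.5 of control in reprogramming numbered 110.

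The MEF KLF string passed with peaks matched on GC (odds ratio 1.33) or fold enrichment (1.30), and CTCF with the latter (0.474). In reprogramming, AP-1 no longer passed with GC matching (1.13). The MEF share of B1 heads facing inward, set against matched peaks, passed with at least 100 aligned bases (59.1% against 49.2%) and not otherwise. In reprogramming, intergenic location passed with promoters of 3000 bp (odds ratio 0.886). The cause of these was not tested. The KLF odds ratio in reprogramming reversed to 0.765 with B1 elements masked, which removes KLF strings inside B1 elements by construction.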

Other observations

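The tests of peak strength, of intervals open in MEF, of the SOX string, of the Y chromosome, of shorter B1 matches, of control-count classes, of thinned elements, of elements aligned from position 4 and of the stretch from position 45 to 56, and the counts of splits in each context, were chosen after the result was seen. The tests with B1 elements masked, of B1 positions, of effect size by B1 and of facing by KLF string were also added after the data had been seen, but before their own results were.

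A match to the hand-written B1 or B2 consensus was found inside 58.5% of the MEF more open intervals. That is lower than the share quoted from the study above, which measures something wider, any SINE family in a window around peak summits.

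The B1 consensus holds the KLF string GGGCGTGG at positions 4 to 11, counted from its head. With B1 elements masked, the KLF odds ratio in reprogramming was 0.765, and 437 of the intervals with the string had it only inside B1 matches. Intervals without a B1 element of at least 60 aligned bases still held the string more often than peaks without one (49.9% against 42.3%, odds ratio 1.36), but with shorter B1 matches masked too, the odds ratio there was 0.688. KLF strings within B1 sequence may thus account for the excess. Masking removed 10.7% of the bases in intervals and 1.54% in matched peaks, which lowers the masked share. AP-1 in MEF kept an odds ratio of 2.36 with B1 masked, which argues against B1 as its source. Among reprogramming elements aligned from position 4, 56.8% kept the string, against 30.5% in matched peaks (Fisher's exact test, two-sided, p = 6.96e-32). In MEF the shares were 33.3% and 27.3% (same exact test, p = 0.302).

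In reprogramming, 69.0% of B1 elements with the KLF string faced inward, against 59.7% of those without (Fisher's exact test, two-sided, p = 0.000282). In matched peaks, 53.4% and 49.7% did (same exact test, p = 0.259). In the MEF intervals, 59.6% of elements with the string and 58.9% of those without faced inward (same exact test, p = 1), so no such difference was detected there. In reprogramming a KLF string in the head may contribute to the facing. Elements without it still faced inward above the share in matched peaks. The string was searched only in aligned bases, and 995 of 1523 elements were aligned from position 4. Elements without it thus include some whose head was not aligned, so whether the string is the whole source was not decided.

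B1 elements in the reprogramming intervals had a median identity to the consensus of 90.9%, and 6.13 points above those of peaks of the same length and fold enrichment, which argues against peak strength. In MEF the identity was 83.1% against 83.9% in peaks matched the same way. Within classes of equal identity, 27 B1 positions in reprogramming and 9 in MEF differed from matched peaks, and 0 B2 positions did (11 in reprogramming and 5 in MEF at an unadjusted p under 0.05). With B1 thinned to the number of B2 elements, 13 to 18 positions were called in reprogramming and 0 to 5 in MEF, so the comparison with B2 is informative in reprogramming alone. Of the 9 MEF positions, 8 lay between positions 45 and 56 and were called in reprogramming too. This is a hypothesis of particular B1 bases, found and tested on the same data.

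More open intervals with a B1 element had a lower median log2 fold change than those without. The difference was -0.11 in reprogramming (permutation p = 0.0282) and -0.24 in MEF (p = 0.00074). Within classes of equal control count the differences were 0.06 (permutation p = 0.0229) and -0.03 (p = 0.389). Intervals with fewer reads need a larger change to be listed, so whether B1 affects the size of the change cannot be told apart from this selection.

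The intervals that closed in reprogramming were mostly less open in MEF: 9 of 86 had a higher mean in MEF, which argues against MEF-open intervals closing faster in KO. Their SOX odds ratio was 2.30 against peaks of the same fold enrichment, which argues against peak strength. In the central 400 bp it was 2.06, with an adjusted p of 0.0985, so binding of a factor at the string may or may not be involved.

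The reprogramming lists held 319 and 284 peaks on the Y chromosome and the MEF lists 61 and 62. Of 4 single-copy Y genes, 0 had a higher fold enrichment at the promoter in reprogramming control than in MEF control. In control and KO, Eif2s3y had 7.253 and 6.728 in MEF against 3.412 and 3.618 in reprogramming. Uty had 4.919 and 4.655 against 4.369 and 3.809, and Ddx3y 4.404 and 4.303 against 2.962 and 2.765. Kdm5d had 2.158 and 1.931 in MEF and no promoter peak in reprogramming. Fold enrichment at a promoter measures accessibility and not the number of Y chromosomes, and merged peak lists give no replicate error. These values thus cannot tell whether more cells had a Y chromosome.

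In each context, 1 of the 10 splits of the 6 libraries, the real one, gave as many edgeR calls. With 3 libraries against 3 this share cannot fall below 10%, and the list was selected for this split.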
